# The Sarcoglycan complex is expressed in the cerebrovascular system and is specifically regulated by astroglial Cx30 channels

**DOI:** 10.3389/fncel.2015.00009

**Published:** 2015-02-02

**Authors:** Anne-Cécile Boulay, Bruno Saubaméa, Salvatore Cisternino, Virginie Mignon, Aurélien Mazeraud, Laurent Jourdren, Corinne Blugeon, Martine Cohen-Salmon

**Keywords:** astrocyte, Connexin 30, Sarcoglycans, BBB, gap junction

## Abstract

Astrocytes, the most prominent glial cell type in the brain, send specialized processes called endfeet, around blood vessels and express a large molecular repertoire regulating the cerebrovascular system physiology. One of the most striking properties of astrocyte endfeet is their enrichment in gap junction proteins Connexin 43 and 30 (Cx43 and Cx30) allowing in particular for direct intercellular trafficking of ions and small signaling molecules through perivascular astroglial networks. In this study, we addressed the specific role of Cx30 at the gliovascular interface. Using an inactivation mouse model for Cx30 (Cx30^Δ/Δ^; Δ means deleted allele) we showed that absence of Cx30 does not affect blood-brain barrier (BBB) organization and permeability. However, it results in the cerebrovascular fraction, in a strong upregulation of *Sgcg* encoding γ-Sarcoglycan (γ-SG), a member of the Dystrophin-associated protein complex (DAPC) connecting cytoskeleton and the extracellular matrix. The same molecular event occurs in Cx30^T5M/T5M^ mutated mice, where Cx30 channels are closed, demonstrating that *Sgcg* regulation relied on Cx30 channel functions. We further characterized the expression of other Sarcoglycan complex (SGC) molecules in the cerebrovascular system and showed the presence of α-, β-, δ-, γ-, ε- and ζ- SG, as well as Sarcospan. Their expression was however not modified in Cx30^Δ/Δ^. These results suggest that a full SGC might be present in the cerebrovascular system, and that expression of one of its member, γ-SG, depends on Cx30 channels. As described in skeletal muscles, the SGC may contribute to membrane stabilization and signal transduction in the cerebrovascular system, which may therefore be regulated by Cx30 channel-mediated functions.

## Introduction

Astrocytes, the major glial cells in the brain, represent a rather unique example of multifunctional cells in the central nervous system (CNS), being in tight vicinity with neurons and blood vessels, and regulating both neuronal and vascular functions. In particular, astrocytes make intimate contacts with the cerebrovascular system elaborating the so-called gliovascular unit, sheathing blood vessels with specialized processes termed endfeet (Mathiisen et al., 2010). Astrocytes perform a range of vascular regulatory activities, coordinating blood flow with neuronal activity (Petzold and Murthy, 2011) and regulating metabolite transfer to neurons (Bélanger et al., 2011). They also contribute to the blood-brain barrier (BBB) that creates a specific microenvironment vital to the CNS functions, regulating its integrity (Abbott et al., 2006) and its immune quiescence (Alvarez et al., 2011; Argaw et al., 2012; Urich et al., 2012; Jensen et al., 2013). A typical feature of astrocytes is their high level of Connexin (Cx) expression, with two major subunits, Cx43 and Cx30. Cxs assemble by 6 in connexons, which when inserted in the plasma membrane, dock together to form gap junction channels allowing direct astrocyte-to-astrocyte exchange of ions and small signaling molecules up to 1–1.2 kDa. Connexons can also stay in a hemichannel (Hc) conformation and mediate the direct exchange of molecules between the intra- and extracellular milieu (Chever et al., 2014a; Sáez and Leybaert, 2014). Finally, Cxs mediate channel-independent functions, such as cell-cell adhesion and signalization (Elias et al., 2007, 2010; Zhou and Jiang, 2014). To date, Cx30 and Cx43 have been shown to contribute both or individually to several aspects of the brain physiology, such as energy metabolite trafficking (Rouach et al., 2008), neurogenesis (Kunze et al., 2009), myelin maintenance (Lutz et al., 2009; May et al., 2013) and control of synaptic activity (Theis et al., 2003; Dallérac et al., 2013; Chever et al., 2014b; Pannasch et al., 2014).

Interestingly, astroglial Cxs are highly concentrated in perivascular endfeet where they form large gap junction plaques (Simard et al., 2003; Ezan et al., 2012), allowing the elaboration of electrical and chemical astroglial networks around the brain endothelium (Rouach et al., 2008). This molecular and structural organization led us to hypothesize that astroglial Cxs may participate to the regulation of vascular functions. Accordingly, deletion of both Cx43 and Cx30, which uncouples astrocytes (Rouach et al., 2008), has been shown to weaken BBB integrity (Ezan et al., 2012). Here, we addressed the specific contribution of astroglial Cx30 to the BBB organization.

## Materials and methods

### Mice

Animals were kept in pathogen free conditions. Mice of either sex were used in this study except for the transcriptome analysis and *in situ* perfusion experiments for which only males were selected. Cx30^Δ/Δ^ (Δ means deleted allele) are ubiquitously deleted for Cx30 (Boulay et al., 2013). Cx30^T5M/T5M^ mice carry a point-mutated form of Cx30 in place of Cx30, resulting in the replacement of a threonine at position 5 by a methionine (Schütz et al., 2010). Cx30^T5M/T5M^ mice were maintained on a pure C57BL6 genetic background. Cx30^Δ/Δ^ and Cx30^+/+^ (wild-type (WT) mice) had a C57BL6/Balbc genetic background for the transcriptome study and were pure C57BL6 for other experiments.

### Study approval

Experiments and techniques reported here complied with the ethical rules of the French agency for animal experimentation and with the IMTCE (Institut Médicament Toxicologie Chimie Environnement) animal ethics committee (Université Paris Descartes) (agreement number 86-23).

### Isolation of brain vessels, RNA preparation, cDNA libraries and RNA sequencing

Brain vessels from 3-month-old Cx30^Δ/Δ^ mice (Boulay et al., 2013) and control Cx30^+/+^ mice were isolated from whole brains as previously described (Yousif et al., 2007). mRNAs were subsequently purified and sequenced. Purified vessels from 3 mice of each group were pooled. Total RNA was extracted using the Rneasy Lipid tissue kit (Qiagen). Messenger (polyA^+^) RNAs were purified from 1 µg of total RNA using oligo (dT). Libraries were prepared using the strand non-specific RNA-Seq library preparation TruSeq RNA Sample Prep Kits v2 (Illumina). Libraries were multiplexed on one single flowcell lane and subjected to 50 base pair (bp) single read sequencing on a HiSeq 2000 device. A mean of 56 ± 27 million passing illumina quality filter reads was obtained for each samples.

The whole RNA-Seq data analysis was done using the Eoulsan software version 1.1.6 (Jourdren et al., 2012) with the following parameters. Before mapping, polyN read tails were trimmed, reads ≤11 bases were removed, and reads with quality mean ≤12 were discarded. Reads were then aligned against the Mus musculus genome (mm10 genome assembly from UCSC) using the Bowtie mapper (version 0.12.7) (Langmead et al., 2009) using the—best and –k 2 parameters. Alignments from reads matching more than once on the reference genome were removed. To compute gene expression, *Mus musculus* GFF3 genome annotation from UCSC (mm10) was used. All overlapping regions between alignments and referenced exons were counted. Data normalization and differential analysis was performed using the DESeq package version 1.6.10 (Anders and Huber, 2010). RNA sequencing data are available at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=qtyrsakstzerxmv&acc=GSE59148.

### Reverse transcription polymerase chain reaction (RT-PCR) and quantitative polymerase chain reaction (qPCR)

Reverse transcription was performed from RNA extracted from purified brain vessels (300 ng) or dissected hippocampus and cortex (1 µg) using the Rneasy kit (Qiagen) and Supercripts II (Life Technologies). Polymerase chain reaction (PCR) was performed on 1 µL of RT reaction using Taq polymerase (Qiagen) and the following primers: Sgcg (γ-SG) forward 5′-TCACCGAGGGCACTCACATA-3′; Sgcg reverse 5′-CCAACCACAACGTCCTGCT3′; Sgca (α-SG) forward 5′-GCCGAGTCCCTCTTCCTATT-3′; Sgca reverse 5′-CCAGAGACACATTGCACCAG-3′; Sgcb (β-SG) forward 5′-AGCATGGAGTTCCACGAGAG-3′; Sgcb reverse 5′-GCTGGTGATGGAGGTCTTGT-3′; Sgcd (δ-SG) forward GTCAGAGCAGACCCCTTCAA ; Sgcd reverse 5′-GATCCACGAGGCAGTCTAGC-3′; Sgce (ε-SG) forward 5′-TCCATCACAGCTCGATTCAG-3′; Sgce reverse 5′-TCTGAGTCTGGTGTGGCAAG-3′; Sgcz (ζ-SG) forward 5′-GAAAGAAATTCATTCCCGAAAGG-3′; Sgcz reverse 5′-GAATCAGGAAAGGTGAAGGCCAA-3′; Sarcospan forward 5′-AGAGGACTTGCTGCTCTTGC-3′; Sarcospan reverse 5′-CCTTTCGGTGTTCACCAAGT-3′. Sgcg qPCR was conducted using SYBR Green PCR master kit (Applied Biosystems). qPCR cycling conditions were 50°C for 2 min, 95°C 10 min, and 40 cycles of 95°C for 15 s and 60°C for 1 min. All experiments were performed in triplicate on an LC480 Roche Light cycler. The relative abundance of amplified cDNA was calculated as 2^−ΔCt^, where ΔCt (change in cycle threshold) equals Ct in Cx30^Δ/Δ^ minus Ct in Cx30^+/+^. Results are expressed as means of (2^−ΔCt^ tested cDNA)/(2^−ΔCt^ RNA18s values). RNA18s forward 5′-TTGAAAATCCGGGGGAGAG-3′; RNA18s reverse 5′-ACATTGTTCCAACATGCCAG-3′. RT-PCR cycling conditions were 95°C for 3 min, and 35 cycles of 95°C for 30 s, 60°C for 30 s and 72°C for 1 min. Negative controls for RT-PCR and qPCR were done on RT reactions performed without reverse transcriptase.

### *In situ* brain perfusion

Mice were anesthetized with ketamine-xylazine (140-8 mg/kg, i.p.) and a polyethylene catheter was inserted into the carotids. The heart was cut and the perfusion was started immediately (flow rate: 2.5 mL/min) to obtain a complete substitution of the blood by the artificial perfusion fluid, a Krebs bicarbonate-buffered physiological saline (mM)(128 NaCl, 24 NaHCO_3_, 4.2 KCl, 2.4 NaH_2_PO_4_, 1.5 CaCl_2_, 0.9 MgCl_2_, 9 D-glucose) containing also [^14^C]-sucrose (0.3 µCi/mL) (Perkin Elmer Life Sciences, Courtaboeuf, France) as a vascular and integrity marker, gassed with 95% O_2_/5% CO_2_ for pH control (7.4) and warmed to 37°C. Sucrose (glucose-fructose) is a low molecular weight disaccharide compound. Being hydrophilic, it does not bind to plasma proteins. Moreover, in contrast to the very specific monosaccharide (e.g., glucose) transporters, sucrose has no dedicated transporter in mammals and thus exhibits negligible BBB/cellular crossing (Takasato et al., 1984). Perfusion was terminated after 120 s by decapitating the mouse. The whole brain was removed from the skull and dissected out on a freezer pack. Tissue and two aliquots of perfusion fluid were placed in tared vials and weighed, digested with Solvable® (Perkin Elmer) and mixed with Ultima gold XR® (Perkin Elmer) for ^14^C counting (Tri-Carb®, Perkin Elmer). In some experiments, human serum albumin (40 g/L) (Vialebex, Paris, France) was added in the perfusion fluid to increase its viscosity and then the hydrostatic pressure (~180 mmHg) according to the Poiseuille’s law (Ezan et al., 2012). The brain vascular volume (V_v_) (µL/g) was calculated using the distribution of [^14^C]-sucrose: V_v_ = X_v_/C_v_ where X_v_ (dpm/g) is the [^14^C]-sucrose measured in the right hemisphere and C_v_ (dpm/µL) is the concentration of [^14^C]-sucrose in the perfusion fluid (Dagenais et al., 2000).

### Immunofluorescence on purified brain vessels

Purified brain vessels prepared as described by (Yousif et al., 2007) were fixed by immersion in PBS/PFA 4% for 20 min at room temperature, rinsed three times in PBS, and immersed in the blocking solution (PBS/NGS 5%/Triton 0.25%) for 1 h at room temperature. They were then incubated with monoclonal anti Gfap (clone GA5, Sigma) (dilution: 1/500), SMA (clone 1A4, Sigma) (dilution: 1/500) in the blocking solution 12 h a 4°C, rinsed three times in PBS, incubated 2 h at room temperature with secondary antibodies Alexa-conjugated goat anti-mouse IgG (Life technology; A11029/A21424), rinsed three times in PBS, and mounted on glass slides in FluormountG for fluorescent revelation. Fluorescence was imaged on a SP5 confocal microscope (Leica).

### Western blot

Purified brain vessels or whole cortex and hippocampus were homogenized in PBS containing 2% SDS and 1x EDTA-free Complete Protease Inhibitor (Roche), sonicated three times at 10 Hz (Vibra cell VCX130) and centrifuged 20 min at 10000 g at 4°C. Supernatants were boiled in 5x Laemmli loading buffer. Protein content was measured using the Pierce 660 nm protein assay reagent (Thermo scientific). Equal amounts of proteins were separated by denaturing electrophoresis in 4–12% or 3–8% (for anti-ZO-1) NuPAGE gradient gel (Invitrogen) and electrotransfered to nitrocellulose membranes. Membranes were analyzed using the following primary antibodies: rabbit anti-Occludin (Invitrogen) (1:500); mouse anti-ZO-1 (Invitrogen) (1:500); mouse anti-Cx43 (BD Biosciences) (1:500); rabbit anti-Aquaporin-4 (Aqp4) (Sigma, St Louis, MO, USA) (1:500); rabbit anti-Claudin-5 (Invitrogen) (1:500); mouse anti-β-Dystroglycan (β-DG) (Novocastra, Newcastle, UK) (1:200); monoclonal anti γ-Sarcoglycan (γ-SG) (Leica) (1:100); horseradish-peroxidase-conjugated (HRP) anti-GAPDH (1:5000); mouse anti-tubulin (Sigma) (1:2000). Secondary antibodies used were HRP-conjugated goat anti-mouse and anti-rabbit antibodies (Amersham) (dilution 1:2000). HRP activity was visualized by enhanced chemiluminescence (ECL) using Western Lightning plus enhanced chemoluminescence system (Perkin Elmer). Chemoluminescence imaging was performed on a LAS4000 (Fujifilm). Tubulin or GAPDH expression was used as a loading reference.

### Electron microscopy

Mice were anesthetized with Ketamine-Xylazine (140-8 mg/kg, i.p.) and transcardially perfused with the fixative (2% Paraformaldehyde, 3% Glutaraldehyde, 3 mM CaCl_2_ in 0.1 M Cacodylate Buffer pH 7.4) for 2 min at 10 mL/min and then for 30 min at 2 mL/min. Brains were removed and left overnight at 4°C in the same fixative. Brain fragments (0.3 × 1 × 1 mm^3^) were then postfixed first in 0.1 M Cacodylate Buffer pH 7.4 + 1% O_s_O_4_ for 1 h at 4°C and then in 1% aqueous Uranyl Acetate for 2 h at RT. After dehydration in graded Ethanol, followed by Propylene Oxyde, the fragments were embedded in Epon. Ultrathin (80 nm) sections were prepared, stained in Lead Citrate and photographed in a Jeol 100S transmission electron microscope (Jeol, Croissy-sur-Seine, France) equipped with a 2k × 2k Orius 830 CCD camera (Roper Scientific, Evry, France).

## Results

### Absence of Cx30 does not perturb BBB integrity

In a recent study, we demonstrated that deletion of Cx43 and Cx30, the two major astroglial Cxs, modifies endfeet architecture and weakens BBB (Ezan et al., 2012). Here, we addressed the specific contribution of Cx30 to BBB integrity in 3-month-old Cx30-deleted mice (Cx30^Δ/Δ^) where Cx30 is ubiquitously deleted (Boulay et al., 2013) compared to WT (Cx30^+/+^) mice. Western-blot detection of endothelial tight junction (TJ) proteins ZO-1, Claudin-5 and Occludin in 3-month-old Cx30^Δ/Δ^ and Cx30^+/+^ cortex and hippocampus revealed no difference (Figure 1A). The same observation could be done also for Cx43, as well as Aqp4 and β-DG, two molecules decreased in the brain of mice deleted for both Cx30 and astroglial Cx43 (Ezan et al., 2012; Figure 1A). We next measured the brain Vv of Cx30^+/+^ and Cx30^Δ/Δ^ by *in situ* brain perfusion of [^14^C]-sucrose (Dagenais et al., 2000; Ezan et al., 2012; Figure 1B). In this experiment, [^14^C]-sucrose was used as a marker of the vascular space and BBB integrity because it does not cross the BBB significantly during short exposure (Takasato et al., 1984). The distribution of [^14^C]-sucrose Vv was measured in the whole brain after 120 s of *in situ* brain perfusion of regular Krebs at 2.5 mL/min. No statistical difference was noticed between Cx30^+/+^ and Cx30^Δ/Δ^ mice, indicating that BBB integrity was unchanged in absence of Cx30. We next examined the mechanical resistance of the BBB performing *in situ* brain perfusion in presence of human serum albumin in the saline perfusion to increase shear stress and hydrostatic vascular pressure (from 110 to 180 mmHg) (Ezan et al., 2012; Figure 1B). However, even in these conditions, the Vv in Cx30^Δ/Δ^ remained comparable to Cx30^+/+^ and to the Vv recorded without albumin (Figure 1B). Thus albumin-mediated shear stress and vascular pressure increase had no effect on the BBB permeability, indicating no alteration of BBB integrity in absence of Cx30. We finally addressed the ultrastructure of the gliovascular unit in each segment of the vasculature (proximal and distal arterioles, capillaries and veins) in 3-month-old Cx30^Δ/Δ^ compared to Cx30^+/+^ mice (Figure 2). No significant difference was found between Cx30^Δ/Δ^ and Cx30^+/+^ at the ultrastructural level: endothelial TJ were well formed and extended from the vessel lumen to the basal lamina (BL) with no apparent discontinuity, no accumulation of pinocytic vesicles was observed; BL around capillaries was thin and regular except in arterioles where it was occasionally enlarged by fragments of amorphous elastic material; Astroglial perivascular endfeet were in close contact with the BL and showed thin processes with a dense intracellular content and no sign of swelling. In arterioles, vascular smooth muscle cells (VSMCs) were normal and separated from the astroglial endfeet by a regular BL, where macrophages and fibrocytes were found. They showed frequent junctional contacts with endothelial cells. Altogether, these results demonstrate that neither the permeability of the BBB to plasmatic compounds, nor the structure of the gliovascular unit, were perturbed following the genetic inactivation of Cx30.

**Figure 1:**
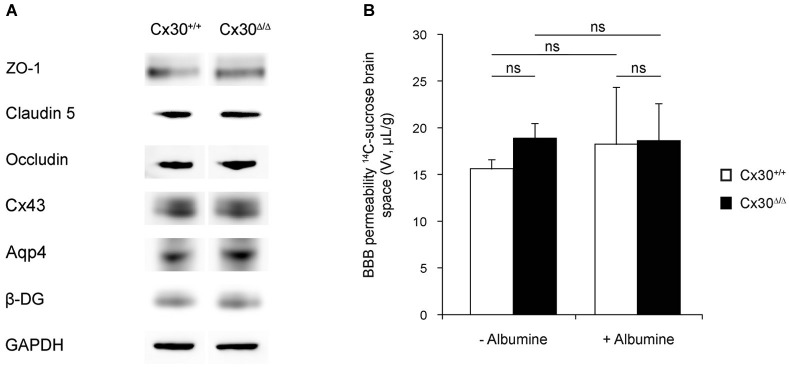
**Astroglial Cx30 is not required for BBB integrity. (A)** Western-blot of tight junction (TJ) proteins ZO-1, Claudin-5 and Occludin, Connexin43, Aquaporin-4 (Aqp4) and β-Dystroglycan (β-DG) in 3-month-old Cx30^+/+^ and Cx30^Δ/Δ^ cortex and hippocampus. GAPDH was used as the loading control (*n* = 4). **(B)** BBB integrity in 3-month-old Cx30^+/+^ and Cx30^Δ/Δ^ mice was assessed by measuring the brain vascular volume (Vv in µL/g) by *in situ* brain perfusion of [^14^C]-sucrose in normal intravascular pressure (−Albumin; 120 mmHg) or increased shear stress and hydrostatic vascular pressure (+Albumin, 180 mmHg). No Albumin: Cx30^+/+^, 15.6 ± 0.5 and Cx30^Δ/Δ^, 18.8 ± 0.4 (*n* = 7); With Albumin: Cx30^+/+^, 18.2 ± 2.2 and Cx30^Δ/Δ^, 18.6 ± 1.2 (*n* = 7). Data are means ± SEM. Kruskal-Wallis test followed by a Dunn’s multiple comparisons test, *p* = 0.2 (ns).

**Figure 2:**
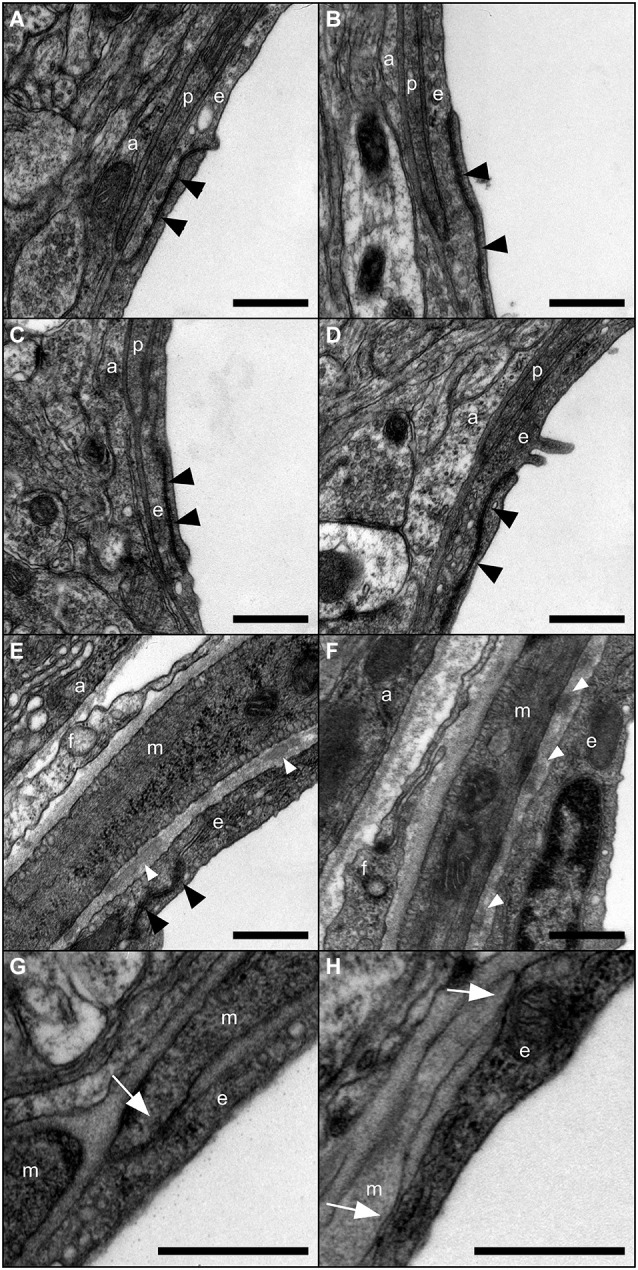
**Ultrastructure of the gliovascular unit in absence of Cx30**. Representative images of the gliovascular unit ultrastructure in 3-month-old Cx30^+/+^ **(A,C,E,G)** and Cx30^Δ/Δ^ **(B,D,F,H)** mice (*n* = 4) within a post-capillary venule **(A,B)** a capillary **(C,D)** and an arteriole **(E,F,G,H)** showing astroglial perivascular endfeet (a), endothelial cells (e) with TJs (black arrowheads), vascular smooth muscle cells (VSMCs) (m) fibrocytes (f) and pericytes (p). Fragments of amorphous elastic material in basal lamina (white arrowheads) and junctional contacts between endothelial and smooth muscle cells (white arrows) are found in arterioles. Scale bars 500 nm.

### Impairment of Cx30 channels upregulates the expression of γ-Sarcoglycan in brain vessels

To further address the role of Cx30 at the cerebrovascular level, we analyzed the transcriptome of isolated brain vessels purified from 3-month-old Cx30^Δ/Δ^ and control mice (Figure 3). 

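Polyadenylated RNA from isolated brain vessels was sequenced in 3 libraries, each made from the pooled vessels of 3 mice aged 3 months. The groups were Cx30Δ/Δ, C57BL6 WT and C57BL6/Balbc WT (Cx30+/+), with 1 library per group, so that no difference between groups can be set against a spread between replicates. For the Cx30Δ/Δ library the paper gives a C57BL6/Balbc background, while the sample labels give C57BL6. The authors trimmed and filtered the reads, aligned them with Bowtie 0.12.7, removed reads matching more than once, and deposited the number of alignments overlapping the exons of each of 82813 Ensembl transcripts, without normalization. A read on an exon shared by several transcripts was counted for each of them. The deposited counts summed to 60725557 in the C57BL6 WT library, 53484865 in the C57BL6/Balbc WT library and 50375426 in the Cx30Δ/Δ library. The authors also deposited each count as a fraction of 1 total per library. This total was 24830975 for C57BL6 WT, 21170766 for C57BL6/Balbc WT and 20654144 for Cx30Δ/Δ. The mean depth that the paper states refers to reads passing the sequencer's quality filter, before alignment, and was not used here.
Transcripts were given gene names by their identifiers in GENCODE M21, which named 69375 of them (83.8%), holding 84.0% of the counts of C57BL6 WT, 83.4% of C57BL6/Balbc WT and 84.1% of Cx30Δ/Δ. Of the 29917 genes, 10440 had more than 1 transcript row, and the row with the largest total count was used. Counts were divided by median-of-ratios size factors, the normalization of the DESeq package that the paper used, which were 1.1452 for C57BL6 WT, 0.9258 for C57BL6/Balbc WT and 0.9532 for Cx30Δ/Δ. Ratios are given with a 95% exact binomial interval that covers the sampling of reads only, not the variation between mice or preparations. The transcript of the deleted gene itself, Gjb6 (ENSMUSG00000040055; chromosome 14 of GRCm38 from 57123303 to 57133611, minus strand), had 2899 counts in C57BL6 WT, 2246 in C57BL6/Balbc WT and 96 in Cx30Δ/Δ vessels (no replicates). Its log2 ratio was -4.65 against C57BL6 WT (95% interval -4.96 to -4.36) and -4.59 against C57BL6/Balbc WT (-4.90 to -4.30). The remaining reads covered 1401 of the 1759 bases of the Gjb6 transcript in the Cx30Δ/Δ library.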

As previously described, this preparation contains endothelial cells, VSMCs and pericytes (Yousif et al., 2007). We further verified the absence of astrocytes in our vessel preparation performing Gfap immunostaining on isolated brain vessels. Only few remaining Gfap positive fibers could be detected at the vascular surface but no copurified astrocyte cell bodies (Figure 3A).^1^ Since Cx30^Δ/Δ^ mice were maintained on a mixed C57BL6/Balbc genetic background, and background strongly impacts gene transcription (Iacobas et al., 2012), two distinct WT RNAs libraries, from C57BL6 and C57BL6/Balbc (Cx30^+/+^) mice, were prepared. 

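The 2 WT libraries were first compared with each other. Of 14791 genes with at least 50 normalized counts in at least 1 of them, 508 (3.4%) differed at least 2-fold, 209 being higher and 299 lower in C57BL6/Balbc than in C57BL6 vessels (1 library of 3 pooled mice each, no replicates). The 2 libraries differ in the mice pooled and in the vessel preparation as well as in background. Among genes of the vascular preparation, Cldn5 (ENSMUSG00000041378; chromosome 16 of GRCm38, 18776847 to 18778262) had 25826.1 normalized counts in C57BL6 and 12122.1 in C57BL6/Balbc WT vessels, a log2 ratio of -1.09. For Acta2, encoding SMA, the values were 12708.7 and 18730.3 normalized counts, a log2 ratio of 0.56. Without the minimum of 50 counts, 3983 genes differed at least 2-fold between the WT libraries. In number of genes gained or lost, this was the largest shift among the settings tried, while a ratio of at least 4 left 56. Because of the effect of background on transcription, the paper kept both WT libraries as controls.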

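In the comparison with C57BL6 WT vessels, 210 genes were at least 2-fold higher and 186 at least 2-fold lower in Cx30Δ/Δ vessels, out of 14776 genes with at least 50 normalized counts in at least 1 of the 2 libraries. In the comparison with C57BL6/Balbc WT vessels, 589 genes were higher and 705 lower, out of 14891. Changes in the same direction in both comparisons were found for 109 higher and 100 lower genes, 1.4% of the 14688 genes that passed the count minimum in both. Gjb6 showed the largest decrease when genes were ordered by the smaller of their 2 log2 ratios (pseudocount of 1). Slfn4, Mlycd, Ambp and Mmp8 were among the largest increases, and the decreases next to Gjb6 were those of Kcns2, Stmn4, Grin2a and the small RNA gene Gm22357. Mlycd (ENSMUSG00000074064; chromosome 8 of GRCm38, 119394878 to 119411102) rose from 771.0 and 777.7 normalized counts in C57BL6 and C57BL6/Balbc WT vessels to 4079.8 in Cx30Δ/Δ vessels. Stmn4 (ENSMUSG00000022044; chromosome 14, 66344296 to 66361680) fell from 1634.7 and 1646.1 to 508.8 normalized counts. Since the same Cx30Δ/Δ library enters both comparisons, the 2 comparisons are not independent.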

We then compared the Cx30^Δ/Δ^ and WT transcriptomes and selected changes observed in Cx30^Δ/Δ^ brain vessels whatever the genetic background. Genes with less than 50 reads and/or with fold change less than 2 were not considered. 

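The number of selected genes depended on these thresholds. With a fold change of at least 4 in place of 2, 7 genes remained, 6 higher and 1 lower in Cx30Δ/Δ vessels. When 50 normalized counts were required in every library compared, 126 genes were selected, and without any minimum 1954 genes, against 209 with the minimum applied to the higher library of each comparison. Other normalizations left the number between 204 and 209. The paper does not state whether the minimum applied to each library or to the larger value. As a test across genes, the Cx30Δ/Δ library was also compared with the 2 WT libraries taken as 1 group by edgeR's quasi-likelihood test. Out of 17576 genes tested, 9 had an adjusted p-value under 0.05 (Benjamini-Hochberg), 7 higher and 2 lower. Among them were Gjb6 (adjusted p = 5.28e-07), Mlycd (adjusted p = 0.000136), and Slfn4 and Stmn4 (adjusted p = 0.0294 for each, all from edgeR's quasi-likelihood test). This test takes its error from the difference between the 2 WT libraries alone, which also holds their difference in background.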

Selected transcriptional variations were further validated by qPCR on independent brain vessel preparations. Consistently with the above data (Figure 1), transcription of junctional molecules as well as pathways implicated in BBB integrity were not modified in absence of Cx30. 

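The paper does not list the genes behind this statement, so a list of 66 genes of tight, adherens and gap junctions and of BBB transport and signaling was fixed before the counts were read. The files held 64 of them under the listed symbols, and 62 passed the count minimum in both comparisons. None (0) was changed at least 2-fold in the same direction in both comparisons. Whatever the size of the difference, 51 of the 62 were higher and 9 lower in Cx30Δ/Δ vessels in both comparisons. Of the connexin genes, the list held Gja1, Gja4, Gja5 and Gjc1 alone. When every other connexin and claudin gene was added after the values were seen, with the deleted Gjb6 left out, 8 more genes passed the minimum and 2 were changed in both comparisons. Gjb2 was higher, with log2 ratios of 1.06 and 1.36, and Gjb1 lower, with -1.17 and -1.01. Against C57BL6 WT vessels, 1 of the listed genes passed the 2-fold threshold, Marveld2, with a log2 ratio of 1.62, and the median over the list was 0.20. Against C57BL6/Balbc WT vessels, 7 genes were at least 2-fold higher in Cx30Δ/Δ vessels, up to a log2 ratio of 1.78 for Dll4, and the median was 0.64. A list of 10 endothelial genes, some of them also in this list, had medians of 0.19 against C57BL6 WT and 0.87 against C57BL6/Balbc WT. All 10 were higher in Cx30Δ/Δ vessels in both comparisons. A higher share of endothelial transcripts therefore cannot be told apart from a change in the listed genes.
Cldn5, which was among these 7, had 29047.2 normalized counts in Cx30Δ/Δ vessels, against 25826.1 in C57BL6 WT (log2 ratio 0.17, 95% exact interval 0.15 to 0.19) and 12122.1 in C57BL6/Balbc WT (1.26, 1.23 to 1.29). Ocln (ENSMUSG00000021638; chromosome 13 of GRCm38, 100496507 to 100552718) had 3979.1 normalized counts, and log2 ratios of 0.26 (0.20 to 0.33) and 0.82 (0.75 to 0.90). For Tjp1, encoding ZO-1 (ENSMUSG00000030516; chromosome 7, 65296165 to 65527781), these ratios were 0.28 (0.24 to 0.32) and 0.50 (0.46 to 0.54). Gja1, encoding Cx43 (ENSMUSG00000050953; chromosome 10, 56377330 to 56402513), gave 0.09 (0.03 to 0.14) and 0.04 (-0.02 to 0.10). At these depths the intervals are narrow, so that several differences under 2-fold are larger than the sampling of reads, but with 1 library per group (no replicates) none can be compared with the variation between animals. In edgeR's quasi-likelihood test the adjusted p-value was 0.84 for Cldn5, 0.74 for Ocln, 0.89 for Tjp1 and 0.99 for Gja1. Lowering the fold change threshold to 1.5 brought 2 genes of the list into the selection, both higher in Cx30Δ/Δ vessels. Setting its transcriptome beside its data of Fig. 1, the paper concludes that neither junctional molecules nor BBB pathways changed in their transcription without Cx30.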

Among the transcriptional events detected in the Cx30^Δ/Δ^ brain vascular transcriptome, we confirmed the strong upregulation of *Sgcg* encoding γ-SG, a member of the dystrophin-glycoprotein complex (DGC) connecting cytoskeleton and the extracellular matrix (Ozawa et al., 2005; Figure 3C). We next aimed to establish which Cx30 function was involved in the regulation of *Sgcg*. Indeed, Cx30 displays gap junction and Hc functions as well as channel-independent functions (Qu et al., 2009; Pannasch et al., 2014). We confirmed *Sgcg* upregulation in whole cortex and hippocampus and analyzed its transcription level in Cx30^T5M/T5M^ mice, in which the replacement of a threonine by a methionine at position 5 of Cx30 leads to a defective Cx30 channel pore but intact membrane targeting (Schütz et al., 2010; Figure 3C). As observed in Cx30^Δ/Δ^, *Sgcg* was strongly upregulated in Cx30^T5M/T5M^ compared to Cx30^+/+^. We finally tested if the transcriptional upregulation of *Sgcg* led to an increase in γ-SG protein performing a Western-blot of proteins extracted from brain vessels (Figures 3D,E). Consistently with qPCR results, γ-SG was increased in Cx30^Δ/Δ^ and Cx30^T5M/T5M^ brain vessels. These results thus suggest that absence of Cx30 channels leads to the increase of γ-SG in the brain vessels and that* Sgcg* transcription is regulated by astroglial Cx30 channel functions.

**Figure 3:**
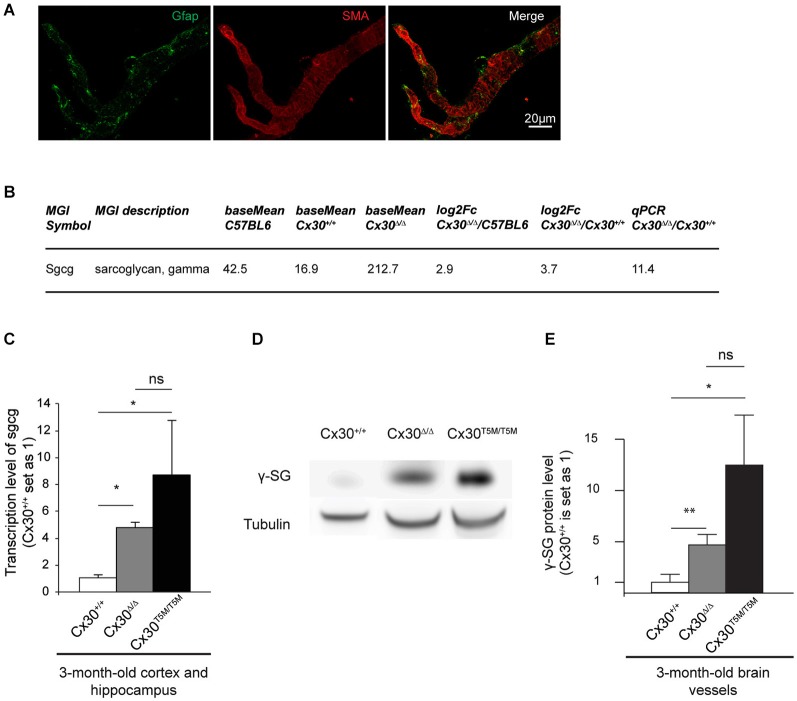
**Impairment of Cx30 channels upregulates the expression of γ-Sarcoglycan in brain vessels. (A)** Characterization of purified brain vessels by Gfap and SMA (Smooth Muscle alpha-Actin) immunostaining. **(B)** Upregulation of *Sgcg* in brain vessels purified from 3-month-old Cx30^Δ/Δ^ compared to Cx30^+/+^ and C57BL6 control mice revealed by RNA sequencing. Base mean indicates the number of reads, Fc indicates Fold change. On the right, Validation of the RNAseq result by qPCR on RNAs purified from brain vessels of Cx30^Δ/Δ^ relative to Cx30^+/+^ control mice. Cx30^+/+^ value is set as 1. **(C)** qPCR analysis on 3-month-old Cx30^+/+^ compared to Cx30^Δ/Δ^ and Cx30^T5M/T5M^ cortex and hippocampus. Cx30^Δ/Δ^, 5.0 ± 0.6 *n* = 4; Cx30^T5M/T5M^, 8.6 ± 1.4 *n* = 4; Cx30^+/+^, 1.0 ± 0.1 *n* = 3. Data are presented as means ± SEM. Mann-Whitney two-tailed test. Cx30^+/+^ vs. Cx30^Δ/Δ^ or Cx30^T5M/T5M^, *p = 0.05; Cx30^Δ/Δ^ vs. Cx30^T5M/T5M^ ns, *p* = 0.5. **(D)** Western-blot of γ-SG (30 kDa) in 3-month-old Cx30^+/+^, Cx30^Δ/Δ^ and Cx30^T5M/T5M^ purified brain vessels. Tubulin (50 kDa) was used as the loading control. **(E)** Western blot quantifications. Cx30^Δ/Δ^, 4.7 ± 1 *n* = 5; Cx30^T5M/T5M^, 12.5 ± 4.9 *n* = 3; Cx30^+/+^, 1.0 ± 0.4 *n* = 6. Data are presented as means ± SEM. Mann-Whitney two-tailed test. Cx30^+/+^ vs. Cx30^Δ/Δ^, **p = 0.009; Cx30^+/+^ vs. Cx30^T5M/T5M^, *p = 0.02; Cx30^Δ/Δ^ vs. Cx30^T5M/T5M^ ns *p* = 0.07.

### The Sarcoglycan complex is expressed in the brain vessels

The Sarcoglycan complex (SGC) is a multimeric transmembrane protein assembly, which has been extensively studied in striated muscle cells (Ozawa et al., 2005). It interacts with the DG and is part of the Dystrophin-associated protein complex (DAPC), bridging the extracellular matrix to the actin cytoskeleton and ensuring membrane stability and force transduction during muscle contraction (Constantin, 2014). In the brain, SG units have been found in the membranes and the cytoplasm of some large cortical neurons as well as in some astrocyte cell bodies (Anastasi et al., 2012). However, the presence of a SGC in the cerebrovascular system had never been documented. Following the finding of a brain vascular γ-SG, we tested if other units of the SGC were expressed performing RT-PCR experiments in purified brain vessels. As shown in Figure 4A, transcripts encoding all known SG units, α, β, δ, ε, γ and ζ as well as Sarcospan were amplified. δ- and ζ-SG amplification showed additional higher bands, which could correspond to uncharacterized transcript isoforms (Figure 4A). We next determined if SGC molecules were expressed in all vessel types by repeating this RT-PCR study on brain vessels separated by size (Yousif et al., 2007; Figure 4B). Interestingly, δ- and ε-SG were expressed only in vessels with a diameter >100 µm (Figure 4B). 

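Sgca, Sgcb, Sgcd, Sgce, Sgcz and Sspn, 6 genes of the SGC, fell into a group with 484.7 to 783.1 normalized counts per library (Sgcb, Sgce and Sspn) and a group with 17.5 to 80.8 (Sgca, Sgcd and Sgcz). Sgce (ENSMUSG00000004631; chromosome 6 of GRCm38, 4674350 to 4747207) had 764.1 normalized counts in C57BL6 WT, 721.5 in C57BL6/Balbc WT and 778.4 in Cx30Δ/Δ vessels (no replicates). Its log2 ratios were 0.03 (95% exact interval -0.12 to 0.17) against C57BL6 WT and 0.11 (-0.04 to 0.26) against C57BL6/Balbc WT. Sspn, encoding Sarcospan (ENSMUSG00000030255; chromosome 6, 145931641 to 145965223), had log2 ratios of -0.33 (-0.50 to -0.17) and -0.002 (-0.183 to 0.180). For Sgcb (ENSMUSG00000029156; chromosome 5, 73632749 to 73647790) they were -0.21 (-0.39 to -0.04) and -0.69 (-0.86 to -0.52). Among the genes with few counts, Sgca (ENSMUSG00000001508; chromosome 11, 94962791 to 94976327) gave 0.65 (0.14 to 1.16) and 0.77 (0.21 to 1.33). Sgcd (ENSMUSG00000020354; chromosome 11, 46896253 to 47988969), with 20, 34 and 18 counts in C57BL6 WT, C57BL6/Balbc WT and Cx30Δ/Δ vessels, gave 0.11 (-0.89 to 1.11) and -0.96 (-1.87 to -0.09). For Sgcz (ENSMUSG00000039539; chromosome 8, 37522298 to 38661508), with 45, 67 and 29 counts, the ratios were -0.37 (-1.10 to 0.34) and -1.25 (-1.93 to -0.60). The intervals of Sgca, Sgcd and Sgcz reach past 2-fold in at least 1 comparison, and a change of that size could not be excluded at this depth. None (0) of these 6 genes was changed at least 2-fold in the same direction in both comparisons, and their adjusted p-values in edgeR's quasi-likelihood test were all 0.76 or higher. With a threshold of 1.5-fold, 1 gene, Sgca, was selected.

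**Figure D1:**
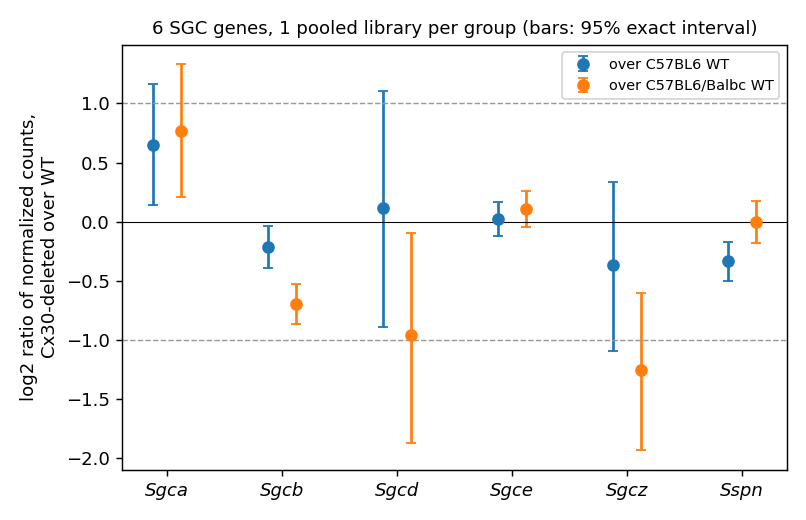
Log2 ratio of normalized counts in Cx30Δ/Δ over WT vessels for 6 SGC genes, against C57BL6 WT (blue) and C57BL6/Balbc WT (orange). Points are single ratios of 1 pooled library to another, bars the 95% exact interval from the sampling of reads, and dashed lines a 2-fold change. No gene (0 of 6) lies beyond the dashed lines on the same side in both comparisons.

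From the values in Fig. 4C, the paper concludes that the expression of these molecules was not changed in Cx30Δ/Δ vessels.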

Finally, our transcriptome analysis showed that α, β, δ, ε, γ and ζ-SG and Sarcospan expression was not changed in Cx30^Δ/Δ^ purified vessels (Figure 4C). Altogether, our results suggest that the whole SGC might be present in brain vessels, with δ- and ε-SG being specific to the largest vessels.

**Figure 4:**
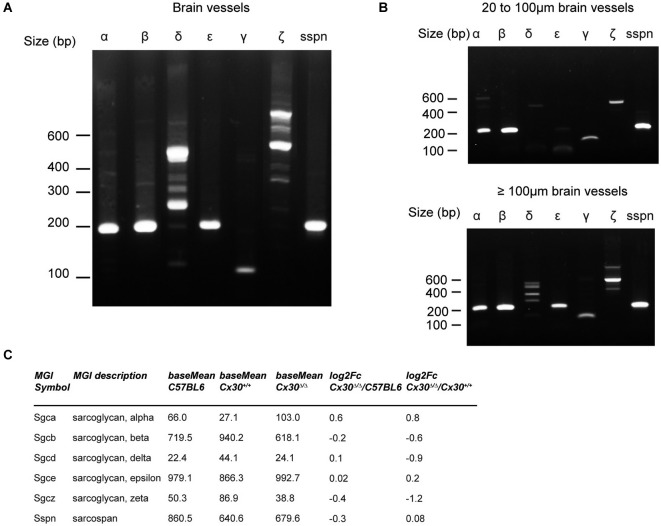
**Composition of the SG complex in brain vessels. (A)** α, β, δ, ε, γ and ζ-Sarcoglycan (SG) as well as Sarcospan were all amplified by RT-PCR on brain vessels purified from 3-month-old control mice. **(B)** RT-PCR analysis of the SG complex in brain vessels retained on a 100 µm filter (>100 µm in diameter) or on a 20 µm filter (from 20 to 100 µm in diameter), base pair (bp). **(C)** RNAseq analysis of α, β, δ, ε, γ and ζ-SG and Sarcospan in brain vessels purified from 3-month-old Cx30^Δ/Δ^ compared to Cx30^+/+^ and C57BL6 control mice. Base mean indicates the number of reads, Fc indicates Fold change.

## Discussion

Here, we addressed the role of Cx30, a gap junction protein highly enriched in the astrocyte perivascular endfeet, in the brain vascular physiology. In a previous study, we demonstrated that deletion of Cx30 and Cx43 (DKO mice), the major astroglial Cxs, led to astrocyte endfeet swelling and to a reduced BBB resistance to shear stress (Ezan et al., 2012). None of these effects were observed in Cx30^Δ/Δ^ mice. In addition, in agreement with the absence of BBB leakage, gene expression of junctional molecules and pathways implicated in BBB integrity were not modified in the cerebrovascular fraction in absence of Cx30. In particular, expression of β-DG and Aqp4, two major proteins of the DAPC at gliovascular interface, which were decreased in DKO mice, was not modified in Cx30^Δ/Δ^. Thus, astroglial Cx43, whose expression was unchanged in Cx30^Δ/Δ^ mice, would be sufficient to maintain the BBB integrity and the gliovascular unit structure. However, *Sgcg* encoding γ-SG was highly upregulated in Cx30^Δ/Δ^ mice. Thus, Cx43 is unable to compensate for this upregulation, and Cx30 plays a specific role in the *Sgcg* trancriptional control, which remains to be defined. Recent data have unraveled an unexpected complexity and variety in the Cx functions (Zhou and Jiang, 2014). Independently of their channel functions (GJ and Hc), Cxs have been shown to display adhesive (Elias et al., 2007, 2010), as well as signaling functions (Scemes, 2008). Moreover, Cx30 interacts with actin, tubulin (Qu et al., 2009) and was recently shown to control astroglial morphology through channel-independent functions (Pannasch et al., 2014). Here, *Sgcg* upregulation was also found in Cx30^T5M/T5M^ mice, where only Cx30 channel functions are disrupted (Schütz et al., 2010). These results thus suggest that the Cx30-mediated control of *Sgcg* transcription relies specifically on its channel functions, either gap junction, Hc or both.

γ-SG belongs to the SGC and interacts with β-DG within the muscular DAPC, a transmembrane heteromeric complex linking the cytoskeleton to the BL, crucial to the mechanical signal transduction (Ozawa et al., 2005). In addition to its bridging properties between the extracellular matrix and the cytoskeleton, the DAPC has also been proposed to constitute a putative cellular signaling complex by conferring the scaffold for numerous signaling proteins and ion channels. Along this line, it would influence calcium homeostasis and signaling (reviewed by Constantin, 2014). For instance, the cysteine-rich domain of Dystrophin may represent a functional Calmodulin-binding domain modulating the recruitment of other Dystrophin-associated proteins in a calcium-dependent manner. The DAPC-calcium homeostasis regulation is also mediated by the SGC. For instance, *Sgcg* deletion in mice has been shown to induce the upregulation of Sorcin, a calcium-handling protein, leading to disruption of the DAPC in muscles (Goldstein et al., 2014). In the brain, DAPCs of various compositions have been described at the level of specialized cellular contacts with the extracellular matrix, in GABAergic synapses (Waite et al., 2012), in the choroid plexus (Haenggi and Fritschy, 2006) and at the BBB level in endothelial cells (Zaccaria et al., 2001; del Zoppo and Milner, 2006; Haenggi and Fritschy, 2006), astrocyte endfeet (Haenggi and Fritschy, 2006; Wolburg et al., 2009) and VSMCs (North et al., 1993; Yousif et al., 2013). At the astrocyte endfeet level, the DAPC was shown to anchor the water channel Aqp4, which is critical to regulate ATP release and astrocyte-cell volume, via Ca^2+^-dependent signalizations (Benfenati et al., 2011; Thrane et al., 2011). Based on our RT-PCR study, we demonstrated that all SG units as well as Sarcopan were present at the vascular level in the brain, with a differential expression of δ- and ε-SG in vessels with a diameter >100 µm. Unfortunately, available antibodies against SGC proteins gave very weak signal on sections as well as on isolated brain vessels precluding us to determine their precise cellular and subcellular site of expression. Nevertheless, recent transcriptomic studies showed that none of the SGC molecules are expressed in astrocytes and endothelial cells, except for *Sgcb* found moderately transcribed in the endothelial cells and *Sgce* in astrocytes and endothelial cells (Zhang et al., 2014), while pericytes would expressed only *Sgce* encoding ε-SG (Daneman et al., 2010). Together, these results combined with ours suggest that the SGC transcripts could be mainly provided by the VSMCs, the only remaining possible source in the purified brain vessels. Then, what could be the functional consequences of the *Sgcg* upregulation in Cx30^Δ/Δ^? Strong *Sgcg* overexpression in striated muscles has been shown to result in plasma membrane destabilization and muscular dystrophy with a severity varying from no damage to lethal muscle wasting disorder depending on the level of γ-SG (Zhu et al., 2001). It also led to the upregulation of *Sgca* and *Sgcb* encoding α-SG and β-SG (Zhu et al., 2001). Here, *Sgca* and *Sgcb* expression levels were not modified in Cx30^Δ/Δ^ and BBB ultrastructure and permeability were not altered, suggesting that the level of *Sgcg* expression was not sufficient to produce the same SGC alteration. 

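In the vessel libraries, Sgca had 51.5 normalized counts in C57BL6 WT, 47.5 in C57BL6/Balbc WT and 80.8 in Cx30Δ/Δ vessels, from 59, 44 and 77 counts (1 library each, no replicates). The lower bounds of its log2 ratios, 0.14 and 0.21, lay above 0 and the upper bounds, 1.16 and 1.33, above 1 (95% exact intervals), so that a 2-fold increase could not be excluded at this depth. Sgcb had 561.5, 783.1 and 484.7 normalized counts in the same order, and was lower in Cx30Δ/Δ vessels by less than 2-fold in both comparisons. In edgeR's quasi-likelihood test against both WT libraries the log2 fold change was 0.71 for Sgca (adjusted p = 0.763) and -0.47 for Sgcb (adjusted p = 0.773). The paper describes the expression of Sgca and Sgcb as unmodified in Cx30Δ/Δ mice.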

It may however modify DAPCs-Ca^2+^ signaling, membrane contractility and stabilization, affecting thus the neurovascular coupling.

In summary, our study demonstrates that absence of Cx30, an astroglial gap junction protein highly expressed at the vascular interface, does not modify BBB integrity and ultrastructure, but induces the upregulation of *Sgcg* encoding γ-SG, a member of SGC which composes the muscular DAPC connecting cytoskeleton and the extracellular matrix. Furthermore, we demonstrate that all known SG units are expressed in the brain vessels suggesting the existence of a cerebrovascular SGC. Further studies will have now to determine the precise subcellular location of this cerebrovascular SGC as well as to address the physiological consequences of the upregulation of γ-SG in Cx30^Δ/Δ^ mice.

## Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] AbbottN. J.RönnbäckL.HanssonE. (2006). Astrocyte-endothelial interactions at the blood-brain barrier. Nat. Rev. Neurosci. 7, 41–53. 10.1038/nrn182416371949

[B2] AlvarezJ. I.Dodelet-DevillersA.KebirH.IferganI.FabreP. J.TerouzS.. (2011). The Hedgehog pathway promotes blood-brain barrier integrity and CNS immune quiescence. Science 334, 1727–1731. 10.1126/science.120693622144466

[B3] AnastasiG.TomaselloF.Di MauroD.CutroneoG.FavaloroA.ContiA.. (2012). Expression of sarcoglycans in the human cerebral cortex: an immunohistochemical and molecular study. Cells Tissues Organs 196, 470–480. 10.1159/00033684222738885

[B4] AndersS.HuberW. (2010). Differential expression analysis for sequence count data. Genome Biol. 11:R106. 10.1186/gb-2010-11-10-r10620979621PMC3218662

[B5] ArgawA. T.AspL.ZhangJ.NavrazhinaK.PhamT.MarianiJ. N.. (2012). Astrocyte-derived VEGF-A drives blood-brain barrier disruption in CNS inflammatory disease. J. Clin. Invest. 122, 2454–2468. 10.1172/JCI6084222653056PMC3386814

[B6] BélangerM.AllamanI.MagistrettiP. J. (2011). Brain energy metabolism: focus on astrocyte-neuron metabolic cooperation. Cell Metab. 14, 724–738. 10.1016/j.cmet.2011.08.01622152301

[B7] BenfenatiV.CapriniM.DovizioM.MylonakouM. N.FerroniS.OttersenO. P.. (2011). An aquaporin-4/transient receptor potential vanilloid 4 (AQP4/TRPV4) complex is essential for cell-volume control in astrocytes. Proc. Natl. Acad. Sci. U S A 108, 2563–2568. 10.1073/pnas.101286710821262839PMC3038710

[B8] BoulayA. C.del CastilloF. J.GiraudetF.HamardG.GiaumeC.PetitC.. (2013). Hearing is normal without connexin30. J. Neurosci. 33, 430–434. 10.1523/JNEUROSCI.4240-12.201323303923PMC6704917

[B9] CheverO.LeeC. Y.RouachN. (2014a). Astroglial connexin43 hemichannels tune Basal excitatory synaptic transmission. J. Neurosci. 34, 11228–11232. 10.1523/JNEUROSCI.0015-14.201425143604PMC6615508

[B10] CheverO.PannaschU.EzanP.RouachN. (2014b). Astroglial connexin 43 sustains glutamatergic synaptic efficacy. Philos. Trans. R. Soc. Lond. B Biol. Sci. 369:20130596. 10.1098/rstb.2013.059625225090PMC4173282

[B11] ConstantinB. (2014). Dystrophin complex functions as a scaffold for signalling proteins. Biochim. Biophys. Acta 1838, 635–642. 10.1016/j.bbamem.2013.08.02324021238

[B12] DagenaisC.RousselleC.PollackG. M.ScherrmannJ. M. (2000). Development of an in situ mouse brain perfusion model and its application to mdr1a P-glycoprotein-deficient mice. J. Cereb. Blood Flow Metab. 20, 381–386. 10.1097/00004647-200002000-0002010698076

[B13] DalléracG.CheverO.RouachN. (2013). How do astrocytes shape synaptic transmission? Insights from electrophysiology. Front. Cell. Neurosci. 7:159. 10.3389/fncel.2013.0015924101894PMC3787198

[B14] DanemanR.ZhouL.AgalliuD.CahoyJ. D.KaushalA.BarresB. A. (2010). The mouse blood-brain barrier transcriptome: a new resource for understanding the development and function of brain endothelial cells. PLoS One 5:e13741. 10.1371/journal.pone.001374121060791PMC2966423

[B15] del ZoppoG. J.MilnerR. (2006). Integrin-matrix interactions in the cerebral microvasculature. Arterioscler. Thromb. Vasc. Biol. 26, 1966–1975. 10.1161/01.atv.0000232525.65682.a216778120

[B16] EliasL. A.TurmaineM.ParnavelasJ. G.KriegsteinA. R. (2010). Connexin 43 mediates the tangential to radial migratory switch in ventrally derived cortical interneurons. J. Neurosci. 30, 7072–7077. 10.1523/JNEUROSCI.5728-09.201020484649PMC2883285

[B17] EliasL. A.WangD. D.KriegsteinA. R. (2007). Gap junction adhesion is necessary for radial migration in the neocortex. Nature 448, 901–907. 10.1038/nature0606317713529

[B18] EzanP.AndréP.CisterninoS.SaubaméaB.BoulayA. C.DoutremerS.. (2012). Deletion of astroglial connexins weakens the blood-brain barrier. J. Cereb. Blood Flow Metab. 32, 1457–1467. 10.1038/jcbfm.2012.4522472609PMC3421093

[B19] GoldsteinJ. A.BogdanovichS.BeirigerA.WrenL. M.RossiA. E.GaoQ. Q.. (2014). Excess SMAD signaling contributes to heart and muscle dysfunction in muscular dystrophy. Hum. Mol. Genet. 23, 6722–6731. 10.1093/hmg/ddu39025070948PMC4303797

[B20] HaenggiT.FritschyJ. M. (2006). Role of dystrophin and utrophin for assembly and function of the dystrophin glycoprotein complex in non-muscle tissue. Cell. Mol. Life Sci. 63, 1614–1631. 10.1007/s00018-005-5461-016710609PMC11136313

[B50] IacobasS.IacobasD. A.SprayD. C.ScemesE. (2012). The connexin43-dependent transcriptome during brain development: importance of genetic background. Brain Res. 1487, 131–139. 10.1016/j.brainres.2012.05.06222771707PMC3501561

[B21] JensenC. J.MassieA.De KeyserJ. (2013). Immune players in the CNS: the astrocyte. J. Neuroimmune Pharmacol. 8, 824–839. 10.1007/s11481-013-9480-623821340

[B22] JourdrenL.BernardM.DilliesM. A.Le CromS. (2012). Eoulsan: a cloud computing-based framework facilitating high throughput sequencing analyses. Bioinformatics 28, 1542–1543. 10.1093/bioinformatics/bts16522492314

[B23] KunzeA.CongresoM. R.HartmannC.Wallraff-BeckA.HüttmannK.BednerP.. (2009). Connexin expression by radial glia-like cells is required for neurogenesis in the adult dentate gyrus. Proc. Natl. Acad. Sci. U S A 106, 11336–11341. 10.1073/pnas.081316010619549869PMC2700144

[B24] LangmeadB.TrapnellC.PopM.SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 10:R25. 10.1186/gb-2009-10-3-r2519261174PMC2690996

[B25] LutzS. E.ZhaoY.GulinelloM.LeeS. C.RaineC. S.BrosnanC. F. (2009). Deletion of astrocyte connexins 43 and 30 leads to a dysmyelinating phenotype and hippocampal CA1 vacuolation. J. Neurosci. 29, 7743–7752. 10.1523/JNEUROSCI.0341-09.200919535586PMC2737812

[B26] MathiisenT. M.LehreK. P.DanboltN. C.OttersenO. P. (2010). The perivascular astroglial sheath provides a complete covering of the brain microvessels: an electron microscopic 3D reconstruction. Glia 58, 1094–1103. 10.1002/glia.2099020468051

[B27] MayD.TressO.SeifertG.WilleckeK. (2013). Connexin47 protein phosphorylation and stability in oligodendrocytes depend on expression of Connexin43 protein in astrocytes. J. Neurosci. 33, 7985–7996. 10.1523/JNEUROSCI.5874-12.201323637189PMC6618970

[B28] NorthA. J.GalazkiewiczB.ByersT. J.GlenneyJ. R.Jr.SmallJ. V. (1993). Complementary distributions of vinculin and dystrophin define two distinct sarcolemma domains in smooth muscle. J. Cell Biol. 120, 1159–1167. 10.1083/jcb.120.5.11598436588PMC2119721

[B29] OzawaE.MizunoY.HagiwaraY.SasaokaT.YoshidaM. (2005). Molecular and cell biology of the sarcoglycan complex. Muscle Nerve 32, 563–576. 10.1002/mus.2034915937871

[B30] PannaschU.FrecheD.DalléracG.GhézaliG.EscartinC.EzanP.. (2014). Connexin 30 sets synaptic strength by controlling astroglial synapse invasion. Nat. Neurosci. 17, 549–558. 10.1038/nn.366224584052

[B31] PetzoldG. C.MurthyV. N. (2011). Role of astrocytes in neurovascular coupling. Neuron 71, 782–797. 10.1016/j.neuron.2011.08.00921903073

[B32] QuC.GardnerP.SchrijverI. (2009). The role of the cytoskeleton in the formation of gap junctions by Connexin 30. Exp. Cell Res. 315, 1683–1692. 10.1016/j.yexcr.2009.03.00119285977

[B33] RouachN.KoulakoffA.AbudaraV.WilleckeK.GiaumeC. (2008). Astroglial metabolic networks sustain hippocampal synaptic transmission. Science 322, 1551–1555. 10.1126/science.116402219056987

[B34] SáezJ. C.LeybaertL. (2014). Hunting for connexin hemichannels. FEBS Lett. 588, 1205–1211. 10.1016/j.febslet.2014.03.00424631534

[B35] ScemesE. (2008). Modulation of astrocyte P2Y1 receptors by the carboxyl terminal domain of the gap junction protein Cx43. Glia 56, 145–153. 10.1002/glia.2059817990308PMC2636557

[B36] SchützM.ScimemiP.MajumderP.De SiatiR. D.CrispinoG.RodriguezL.. (2010). The human deafness-associated connexin 30 T5M mutation causes mild hearing loss and reduces biochemical coupling among cochlear non-sensory cells in knock-in mice. Hum. Mol. Genet. 19, 4759–4773. 10.1093/hmg/ddq40220858605PMC2989887

[B37] SimardM.ArcuinoG.TakanoT.LiuQ. S.NedergaardM. (2003). Signaling at the gliovascular interface. J. Neurosci. 23, 9254–9262. 1453426010.1523/JNEUROSCI.23-27-09254.2003PMC6740832

[B38] TakasatoY.RapoportS. I.SmithQ. R. (1984). An in situ brain perfusion technique to study cerebrovascular transport in the rat. Am. J. Physiol. 247, H484–H493. 647614110.1152/ajpheart.1984.247.3.H484

[B39] TheisM.JauchR.ZhuoL.SpeidelD.WallraffA.DöringB.. (2003). Accelerated hippocampal spreading depression and enhanced locomotory activity in mice with astrocyte-directed inactivation of connexin43. J. Neurosci. 23, 766–776. 1257440510.1523/JNEUROSCI.23-03-00766.2003PMC6741919

[B40] ThraneA. S.RappoldP. M.FujitaT.TorresA.BekarL. K.TakanoT.. (2011). Critical role of aquaporin-4 (AQP4) in astrocytic Ca2+ signaling events elicited by cerebral edema. Proc. Natl. Acad. Sci. U S A 108, 846–851. 10.1073/pnas.101521710821187412PMC3021020

[B41] UrichE.LazicS. E.MolnosJ.WellsI.FreskgårdP. O. (2012). Transcriptional profiling of human brain endothelial cells reveals key properties crucial for predictive in vitro blood-brain barrier models. PLoS One 7:e38149. 10.1371/journal.pone.003814922675443PMC3364980

[B42] WaiteA.BrownS. C.BlakeD. J. (2012). The dystrophin-glycoprotein complex in brain development and disease. Trends Neurosci. 35, 487–496. 10.1016/j.tins.2012.04.00422626542

[B43] WolburgH.NoellS.MackA.Wolburg-BuchholzK.Fallier-BeckerP. (2009). Brain endothelial cells and the glio-vascular complex. Cell Tissue Res. 335, 75–96. 10.1007/s00441-008-0658-918633647

[B44] YousifL. F.Di RussoJ.SorokinL. (2013). Laminin isoforms in endothelial and perivascular basement membranes. Cell Adh. Migr. 7, 101–110. 10.4161/cam.2268023263631PMC3544773

[B45] YousifS.Marie-ClaireC.RouxF.ScherrmannJ. M.DeclèvesX. (2007). Expression of drug transporters at the blood-brain barrier using an optimized isolated rat brain microvessel strategy. Brain Res. 1134, 1–11. 10.1016/j.brainres.2006.11.08917196184

[B46] ZaccariaM. L.Di TommasoF.BrancaccioA.PaggiP.PetrucciT. C. (2001). Dystroglycan distribution in adult mouse brain: a light and electron microscopy study. Neuroscience 104, 311–324. 10.1016/s0306-4522(01)00092-611377836

[B47] ZhangY.ChenK.SloanS. A.BennettM. L.ScholzeA. R.O’KeeffeS.. (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons and vascular cells of the cerebral cortex. J. Neurosci. 34, 11929–11947. 10.1523/JNEUROSCI.1860-14.201425186741PMC4152602

[B48] ZhouJ. Z.JiangJ. X. (2014). Gap junction and hemichannel-independent actions of connexins on cell and tissue functions–an update. FEBS Lett. 588, 1186–1192. 10.1016/j.febslet.2014.01.00124434539PMC4122521

[B49] ZhuX.HadhazyM.GrohM. E.WheelerM. T.WollmannR.McNallyE. M. (2001). Overexpression of gamma-sarcoglycan induces severe muscular dystrophy. Implications for the regulation of Sarcoglycan assembly. J. Biol. Chem. 276, 21785–21790. 10.1074/jbc.m10187720011287429

How the deposited data were processed for this re-analysis (not part of the article)

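Isolated brain vessels of 3-month-old mice were measured by RNA sequencing in 3 libraries, Cx30Δ/Δ, C57BL6 WT and C57BL6/Balbc WT, each a pool of 3 mice. Samples were grouped by the genotype and background in the sample labels and the paper, which differ only on the background of the Cx30Δ/Δ library (C57BL6 in the labels, C57BL6/Balbc in the paper). The authors processed the reads with Eoulsan 1.1.6. They trimmed read tails, removed reads of 11 bases or fewer and reads with a mean quality of 12 or lower, aligned the rest with Bowtie 0.12.7, and removed alignments of reads matching more than once. The authors then deposited, for each of 82813 Ensembl transcripts, the raw count of alignments overlapping its exons, and the same count as a fraction of 1 total per library. That total, recovered by dividing the count by the fraction, was 24830975 for C57BL6 WT, 21170766 for C57BL6/Balbc WT and 20654144 for Cx30Δ/Δ. The files do not say what it counts. They also hold each transcript's length and the number of its bases without a read, as the authors deposited them.

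The methods name the mm10 assembly and a UCSC annotation, while the files list Ensembl identifiers. Only 1091 (1.6%) of the transcripts found in GENCODE M21 have the same start there, and the files reach position 197054592 on chromosome 1, beyond the last annotated position of GRCm38, 195323493. The build of the positions in the files is therefore unknown, and coordinates are given from GENCODE M21 on GRCm38, found through the transcript identifiers. Transcripts without a GENCODE M21 entry were left out.

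Each gene took the counts of its transcript row with the largest total. Counts were divided by median-of-ratios size factors over the 3 libraries. A gene was selected when it had at least 50 normalized counts in at least 1 of the 2 libraries compared and a ratio of at least 2, in the same direction, in both comparisons, after the paper's own thresholds. No pseudocount was added. The 95% interval of each ratio is the exact conditional binomial (Clopper-Pearson) interval of the 2 raw counts (scipy 1.17.1) and covers read sampling only. For a test across genes, the Cx30Δ/Δ library was compared with both WT libraries as 1 group by edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjustment). The edgeR step was tested on simulated counts drawn from the means of the real genes, with 200 genes changed by a log2 ratio of 3 in size and a dispersion of 0.01. It found 200 of the 200, with 10 other genes, and median estimates of 3.01 and -2.98. The 2-fold selection found 198 of the 200 and 0 others. The simulated spread was smaller than that of the real libraries, whose common biological coefficient of variation was 0.2103. Recovery at the measured spread, or of changes near 2-fold, was therefore not tested.

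The genes named are those that the paper names, the 5 with the largest increase and the 5 with the largest decrease by the smaller of their 2 log2 ratios with a pseudocount of 1, and any gene of the lists of cell and junction markers that changed in both comparisons. This rule was set before the files arrived. Marveld2 and Dll4 are named as the extremes of the junctional and BBB list, and Slco1a4 and Sox17 as its genes past 1.5-fold in both comparisons. Gjb2, Trim35 and Ptk2b are named as changed genes around Gjb6. Gjb1 is named as a changed gene among the connexins and claudins added to the junctional and BBB list. Xist and Eif2s3y come from the list of sex-linked genes. These were added after the values were seen. Alternatives were another normalization (size factors from the 2 compared libraries, TMM, total count, upper quartile), a pseudocount of 1, the sum of a gene's rows or its longest row, other count minimums and fold change thresholds, and, for the test across genes, DESeq2 1.42.0, no filter, and edgeR likelihood-ratio tests with a fixed or common dispersion. For single named genes these alternatives were added after the files arrived. qPCR, RT-PCR, Western blot and imaging data are not in the files analysed here.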

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

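Among the genes with the largest changes in both comparisons, 8 are not discussed by the paper. They were flagged because their signal in Cx30Δ/Δ vessels departs from that of both WT libraries. By the smaller of the 2 log2 ratios, the increases were 2.4498 for Slfn4, 2.3912 for Mlycd, 2.3153 for Ambp and 2.1278 for Mmp8, and the decreases were -1.7353 for Kcns2, -1.6838 for Stmn4, -1.6702 for Grin2a and -1.6191 for Gm22357. Under each of the normalizations tried, 0 of the 8 genes had a log2 ratio below 1 in size. This could hardly have failed, since the genes were picked as the largest changes and other scalings moved them little. For Gm22357, the total count gave -1.6018 in place of -1.6610 against C57BL6/Balbc WT. With the sampling of reads, 1 of the 8, Grin2a, had an interval reaching a log2 ratio of less than 1 in size (-0.88 against C57BL6 WT). These 2 predictions were made after the result was seen. Mlycd had the most counts of the 4 increases, with 4079.8 normalized counts against 771.0 and 777.7, and edgeR's quasi-likelihood test gave it an adjusted p of 0.000136. For Ambp and Mmp8 the adjusted p from the same test was 0.16 and 0.14. The transcript of Gm22357 is only 83 bases long, while the reads were 50 bases long. With 1 library per group, a difference in the mice or the preparation cannot be separated from the deletion for any of these genes.

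Lists of blood cell genes, drawn up after the largest changes were seen, were flagged as well, since the paper does not analyse such genes. The erythroid list had a median log2 ratio of at least 1.1867 and the neutrophil list of at least 1.0696 across both comparisons. A platelet list, drawn up after as well, had medians of 0.8881 against C57BL6 WT and 1.8373 against C57BL6/Balbc WT. A candidate explanation is more blood cells in the Cx30Δ/Δ preparation, for which the prediction, also made after the result was seen, was a median of at least 1 in both comparisons for at least 1 of the lists. The erythroid list, with 1.1867, and the neutrophil list, with 1.0696, met it, while the platelet list, with 0.8881, did not. This test is partly circular, because 4 of the 7 erythroid genes and 3 of the 10 neutrophil genes were among the changed genes already seen. Of the 7 neutrophil genes past the count minimum, 5 were higher in both comparisons, while Ltf and Fpr1 changed direction. The neutrophil median of 1.0696 was the ratio of Ltf itself, which had -0.53 against C57BL6/Balbc WT. Reads of the globin genes are also uncertain, since these genes are near-identical copies and the authors removed reads matching more than once. For a list of 12 genes of motile cilia, 10 of which were in the files, the smaller median was 0.5969, under the predicted 1.

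Only 3 splits of the 3 libraries exist, too few to tell the 209 genes changed in both comparisons from a difference between any 3 libraries. When each library in turn was set against the other pair, 2 of the 3 splits gave as many genes. The Cx30Δ/Δ split itself is 1 of these 2. The C57BL6/Balbc WT library gave 280, the Cx30Δ/Δ library 209 and the C57BL6 WT library 91. Of the 209 genes, 100.0% had intervals that excluded a ratio of 1 in both comparisons. The 2-fold selection with its count minimum itself favours such genes, so this cannot decide on sampling noise for the set. The largest correlation in size of the log2 ratios with transcript GC content or length, across genes, was a Spearman rho of -0.2619, for length against C57BL6/Balbc WT, under the 0.3 set in advance. Genes are not independent replicates. Of 7 lists of vascular, glial and neuronal cell types written before the files arrived, none had a median log2 ratio of 1 in size in both comparisons. Among lists with medians of the same sign in both, the neuron list came closest, with -0.3698 and -0.8957. The choroid plexus list had medians of opposite sign, -0.7083 against C57BL6 WT and 0.4735 against C57BL6/Balbc WT. A prediction made after seeing neuronal genes among the decreases was a neuron median of -1 or lower in both comparisons. It failed on the same -0.3698. Of the 8 neuron genes, 7 were lower and 1 higher in Cx30Δ/Δ vessels in both comparisons. A smaller loss of neuronal transcripts is therefore not excluded. Position near the deleted gene was looked at as well. Within 10 Mb on each side of Gjb6, which was not counted itself, 4 of 168 genes were changed (2.4%), against 1.4% elsewhere. Of windows of the same width with at least 20 genes, 21.1% had a share at least as large. The set as a whole was thus not clearly gathered around Gjb6, but an effect of position on single genes there is not excluded. Apart from cell content (the lists here and above), genetic background and this position, no biological explanation was tested for the set.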

How the results depend on the processing

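The alternatives for the counts of genes and for the edgeR test were set before the files arrived. Of 48 alternative values of these results, 33 were counted as unchanged and 15 as moved. A count within 1.5 times the main value was taken as unchanged, such as 169 or 238 against 209 genes changed in both comparisons. Only totals were compared, and the balance of higher and lower genes turned in some settings, though not in most. Of the genes changed in both comparisons, 109 were higher and 100 lower, against 55 and 71 with 50 counts required in every library. Between the WT libraries, 209 were higher and 299 lower in C57BL6/Balbc, against 29 and 27 with a ratio of at least 4. In the edgeR tests the balance turned without the filter and with the biological coefficient of variation at 0.1 or 0.4.

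The number of genes changed in both comparisons, 209 in the main setting, was 126 with 50 counts required in every library, 1954 with no minimum and 7 with a ratio of at least 4. Against only C57BL6 WT it was 396 and against only C57BL6/Balbc WT 1294. Genes with few counts explain the rise without a minimum, as a few reads make a 2-fold ratio there. The number of genes differing between the WT libraries, 508, was 331, 3983 and 56 under the same changes of the minimum and ratio. With a ratio of 1.5, 2 junctional and BBB genes and 1 other SGC gene were changed in both comparisons, against 0 of each. Their log2 ratios against C57BL6 and C57BL6/Balbc WT were 0.71 and 1.55 for Slco1a4, 0.82 and 0.73 for Sox17, and 0.65 and 0.77 for Sgca. Adding every connexin and claudin gene to the junctional and BBB list, an alternative chosen after seeing the values, gave 2 changed genes, Gjb2 and Gjb1, so that the 0 depends on which genes are listed.

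The count of genes with an adjusted p under 0.05, 9 with edgeR's quasi-likelihood test, depended on the kind of test and on the dispersion, which 3 libraries without replicates cannot settle. With edgeR's likelihood-ratio test it was 3065, 162 and 4 with the biological coefficient of variation set to 0.1, 0.2 and 0.4, and 149 with a common dispersion over the 3 libraries. Without the filter on low counts, the quasi-likelihood test gave 135 genes. The common biological coefficient of variation hardly changed there (0.2107 against 0.2103), so it does not account for the rise. In the main fit edgeR's prior degrees of freedom were 20.37, and without the filter they were infinite, so that all genes took the spread of the shared trend. This could explain the larger number, but was not tested apart from the change of genes from 17576 to 22471. DESeq2's Wald test gave a number of genes that was counted as unchanged.

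Among 364 alternative values for single named genes, added after the files arrived, 6 moved and 358 were counted as unchanged. The latter include the log2 ratio of Sgcd against C57BL6 WT, which went from 0.11 to -0.73 with the longest row. Of those that moved, 3 came from scaling by the total count and 3 from the choice of transcript row. Among Sgca, Sgcb, Sgcd, Sgce, Sgcz and Sspn, the intervals were widest for Sgcd, Sgcz and Sgca. Those of these 3 genes reached past 2-fold in at least 1 comparison. Some other named genes with few counts, such as Ambp and Mmp8, had wider intervals than Sgca.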

Differences from the paper's values

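For Sgca, the paper's base mean in the C57BL6/Balbc WT library is about 27 in Fig. 4C, read by eye, while the normalized count here was 47.5 (95% half-width 14.6 from read sampling). It was 47.4 with TMM, upper quartile scaling or the longest row, 46.4 with the total count, and 125.8 with the sum of the rows, and none of the alternatives set before the files arrived closed the gap. The log2 fold change of Sgca against this library, 0.77, was within the error of the paper's value, about 0.8 in Fig. 4C, read by eye. In the same figure, the paper's base mean of Sgca in the Cx30Δ/Δ library is about 100, read by eye. That is more than 2-fold above 27, while a log2 fold change of 0.8 is less than 2-fold. The values read from the figure are thus at odds with each other, so the 27 is no clear difference from the counts here.

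For Sspn, the log2 fold change against C57BL6/Balbc WT was -0.0018, and the paper's value is about 0.08 in Fig. 4C, read by eye. The signs differ, while the 2 values lie well within the half-width of 0.18. With size factors from the 2 compared libraries, TMM, the total count, the upper quartile, the sum of the rows or the longest row the sign was that of the paper, with the total count closest, at 0.06. With a pseudocount of 1 it was not.

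The other base means and log2 fold changes of Fig. 4C that were compared were not counted as different, because a base mean had to be past 1.5 times the other value as well as past the half-width. They were nevertheless offset in 1 direction. The paper's base mean was the higher in 17 of 18 cases, and in 11 of these by more than the half-width from read sampling. The median ratio of the paper's base mean to the value here was 1.28 in C57BL6 WT, 1.20 in C57BL6/Balbc WT and 1.27 in the Cx30Δ/Δ library. The paper's text counts ζ-SG among the molecules whose expression was not changed in the transcriptome. The log2 fold change of Sgcz was -1.25 against C57BL6/Balbc WT, past 2-fold in that comparison alone. The paper's own value there is much the same, about -1.2 in Fig. 4C, read by eye. Its selection asked for a change against both WT libraries, which Sgcz did not show.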

Other observations

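Gjb2, which encodes another connexin and lies next to Gjb6, rose from 1099.4 and 891.1 normalized counts in C57BL6 and C57BL6/Balbc WT vessels to 2285.9 in Cx30Δ/Δ vessels (log2 ratios 1.06 and 1.36, 1 library each, no replicates). Its adjusted p in edgeR's quasi-likelihood test was 0.16. It was picked after the values were seen. The paper does not report on this gene. Trim35 and Ptk2b, also picked afterwards, lie close to Stmn4 on chromosome 14, which holds Gjb6 too. Trim35 starts at 66297031, Ptk2b at 66153257 and Stmn4 at 66344296, while Gjb6 ends at 57133611. The log2 ratios against C57BL6 and C57BL6/Balbc WT were -1.26 and -1.19 for Trim35, and -1.44 and -2.48 for Ptk2b. Stmn4 was thus lower together with these neighbours. For these genes, an effect of position on the chromosome of the deleted gene cannot be separated from the loss of Cx30.

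The background of the Cx30Δ/Δ library, on which the labels and the paper differ, was looked at in 2 ways. If it were C57BL6/Balbc, more genes would be expected to differ from C57BL6 WT than from C57BL6/Balbc WT vessels. At the 2-fold threshold the opposite was seen, with 396 and 1294 genes, a ratio of 0.3060 where 1.5 had been set. A further test was added once this had been seen. Among genes differing at least 8-fold, which variants between strains may produce more often than changes in cell content, 22 differed from C57BL6 WT, 9 from C57BL6/Balbc WT, and 28 between the 2 WT libraries. The number against C57BL6 WT was thus 2.4444 times the smaller of the other 2, where a ratio under 0.5 had been set for Cx30Δ/Δ mice closer to C57BL6. The large differences are in line with the background that the paper gives, although the test names no variant and rests on few genes. A lower share of endothelial transcripts in the C57BL6/Balbc WT preparation could explain why it stood apart at 2-fold. The median log2 ratio of 10 endothelial genes in that library was -0.6981 against C57BL6 WT and lower still against Cx30Δ/Δ, short of the -1 set after the result was seen. The choroid plexus list also differed between libraries, with 146662.1 summed normalized counts in C57BL6 WT, 56940.4 in C57BL6/Balbc WT and 77061.2 in Cx30Δ/Δ vessels.

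Some transcripts of genes that the paper studied as proteins in other samples were counted in the vessels. Dag1, encoding DG, had 3429.1 normalized counts in C57BL6 WT, 3328.9 in C57BL6/Balbc WT and 3646.5 in Cx30Δ/Δ vessels, and Aqp4 had 314.4, 453.6 and 338.8. Gfap, by whose immunostaining the paper looked for astrocytes in the preparation, had 5400.8, 5331.4 and 4519.3. Counts of Xist were 42, 23 and 33 in C57BL6 WT, C57BL6/Balbc WT and Cx30Δ/Δ vessels, and those of the Y chromosome gene Eif2s3y 3361, 3610 and 3108. The paper states that only males were used for the transcriptome.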
